A study of Homo sapiens with 2 samples. Its data were reported in "A novel long non-coding RNA from the HOXA6-HOXA5 locus facilitates colon cancer cell growth" (2019).

How the data were processed

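HCT116 is an established human colon cancer cell line. The cells carried a pEB vector, either empty (mock) or with HOXA5 short RNA, a non-coding transcript that skips the first exon of HOXA5, and were selected with blasticidin for 2 weeks. Total RNA was labeled with the dye Cy3 and hybridized to Agilent SurePrint G3 human arrays in a single color. The groups were taken from the genotype label. The protocol text of the mock sample also describes the HOXA5 short vector, since both samples share 1 protocol text. There was 1 array per group. Both arrays lay on the same slide and were scanned together, so slide and scan did not separate the groups.

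Per the file headers, the spots were quantified with Feature Extraction 11.5.1.1. The deposited scanner output gives the intensity of each spot on a linear scale after the background correction of that software (the processed signal), with an error and flags per spot. Each array held 62976 spots, of which 58717 were not controls. These represented 50599 probes. Of the probes, 49697 were printed in 1 spot and 902 in 10 spots. No spot was saturated.

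The authors also deposited a table of log2 values for 19461 probes. Its 2 columns are mirror images, so each probe was centered on its own mean, and only the difference between the columns carries information. That difference followed the scanner values across probes (Pearson's r = 0.9999; probes are not independent replicates), shifted by -0.30. The shift was the same to within 0.001 for 97.3% of the probes. Apart from 24 control probes, the table held the 17938 probes well above background on both arrays and the 1499 probes well above background on 1 array, and no other probe. The methods of the study name a commercial package and a filter on low and flagged values, and name no scaling.

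The processed signal was converted to log2, the spots of a probe were averaged after flagged outlier spots were left out, and the 75th percentile of each array over all non-control probes was subtracted. The 75th percentile of the processed signal was 35.7 on the mock array and 44.0 on the HOXA5 short array. A probe was compared when it was well above background on both arrays, not flagged as an outlier, and above the lowest 20% of signals on both. The 20% rule and the flags removed no further probe, and 17938 probes passed. The value of a gene was the mean log2 difference, HOXA5 short minus mock, of its passing probes. A gene was counted as higher or lower when this reached 2-fold.

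The scanner files give transcript accessions and no gene symbols. Accessions were matched without their versions to RefSeq gene records of GRCh38.p14, which named 30000 probes (59.3%) and 15302 (85.3%) of the passing probes. The array files were annotated on hg19, so no coordinates are printed. Chromosome arms were assigned with approximate centromere positions.

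With 1 array per group there is no test between the groups, no p-value and no replicate check, and the number of arrays limits the precision. The measurement spread was taken from non-control probes with at least 5 spots well above background on both arrays. It holds no spread between cultures. A probe well above background on 1 array only was given a bound: the bright value against the higher of its own value on the dim array and the lowest signal well above background on that array. Gene lists were described by the percentile of their median among 10000 random lists of the same size matched on mean expression in 20 bins. The 14 lists were EGF receptor family and ligands, MAPK feedback targets, immediate early, proliferation and pro-apoptotic genes, p53 targets, estrogen response, mesenchymal and migration, interferon-induced, hypoxia and cholesterol synthesis genes, ATF4 targets, HOX cluster genes and housekeeping genes. A further interferon list and a list of NF-kB targets were written later, before their values were seen.

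The genes named are HOXA5 and EGFR, the other HOX genes and ESR1 that the study discusses, members of the lists, and the 10 genes in each direction with the largest mean difference among genes with a symbol whose passing probes all changed at least 2-fold the same way. Of genes detected on 1 array only, the 5 with the largest bound in each direction are named. The lists, this rule and most alternatives were chosen before the data were examined. These alternatives were scaling to the median or over detected probes only, quantile and cyclic loess normalization, normexp background correction (offset 50), the authors' deposited log2 values, no filter, a stricter filter, the brightest probe per gene, thresholds of 1.5-fold and 3-fold, counts of probes, and lists drawn without matching. The files hold no mean foreground signal, so normexp used the median foreground signal and the median local background. Leaving out saturated probes would change nothing here.

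Chosen after seeing the data were a rule for uneven zones of the grid and 3 alternatives: leaving out spots in such zones, subtracting the local mean difference, and scaling to spike-in RNA. A spot lay in an uneven zone when at least 5% of the other well-measured spots within 4 rows and 4 columns differed 2-fold or more between the arrays. The rule needs at least 10 such neighbors, so it cannot place spots where few neighbors were well above background. The steps were tested on simulated data for the comparison of HOXA5 short with mock. Of 200 changed genes among 11992, 199 were called with the right sign and 0 unchanged genes were called. All simulated changes were larger than 2-fold. The noise was the same for dim and bright probes (SD 0.181 per array), and this step held no uneven zones. It therefore checks the steps and does not give the error rate of the real counts. Of 100 unchanged lists, 2 fell outside the central 95% of random lists. These lists were themselves random draws, so few could fall outside by construction. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used, and R 4.3.3 with limma 3.58.1 for normexp, quantile and loess values.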

Results

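Gene expression was measured in HCT116 cells stably transfected with HOXA5 short RNA and in mock-transfected cells, with 1 array in each group. On the mock array, 18422 probes (36.4%) were well above background, with a median processed signal of 84.7. On the HOXA5 short array, 18953 probes (37.5%) were well above background, with a median of 97.0. There were no replicate arrays, so each difference is a value for this pair of arrays and no difference was tested.

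The measurement spread was taken from 593 probes printed in several spots. The SD of log2 signal over the spots of a probe was 0.20 on the mock array and 0.16 on the HOXA5 short array (root mean square over probes). The SD of the difference between the arrays for a single spot was 0.26. It depended on brightness. Over all 902 probes printed in 10 spots, detected or not, it was 0.53 for probes with signals below 5, 0.63 for probes with signals from 5 to 15, 0.34 from 15 to 50, 0.27 from 50 to 200 and 0.23 above 200. RNA spike-ins of the labeling kit were a check of the scaling. All 7 detected spike-ins were lower on the HOXA5 short array after scaling, with a median log2 difference of -0.46 and a range from -0.66 to -0.06.

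HOXA5 was examined first, because HOXA5 short RNA shares the last exon of this gene. The array carried 1 HOXA5 probe (NM_019102, chromosome 7). Its processed signal was 39.4 (error of the scanner software 4.32) on the mock array and 346 (error 34.6) on the HOXA5 short array. The log2 difference was 2.83, a 7.11-fold higher signal with HOXA5 short RNA, and it exceeded the spread of single spots. None of the 29 well-measured spots around it differed 2-fold (0 of 29). The alternative that moved it most was normexp background correction, which gave 1.91. The probe does not separate HOXA5 short RNA from HOXA5 mRNA as far as the files state.

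EGFR is the gene that the study singled out from these arrays. It was represented by 3 probes, and they disagreed. The probe for NM_005228 gave 38.8 (error 4.43) on the mock array and 54.6 (error 5.97) on the HOXA5 short array, a log2 difference of 0.19. The probe for NM_201283 gave 12.8 (error 2.22) and 10.6 (error 2.21), a log2 difference of -0.58. The probe for NM_201282 was not well above background on the mock array, at 3.30 (error 1.69), and gave 10.1 (error 2.13) on the HOXA5 short array. Its signal was at least 1.06-fold higher with HOXA5 short RNA. The mean log2 difference of the passing EGFR probes was -0.19, which was smaller than the spread of single spots. The direction for EGFR depended on the probes used: the brightest probe alone gave 0.19, and all 3 probes without a filter gave 0.31.

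**Figure D1:**
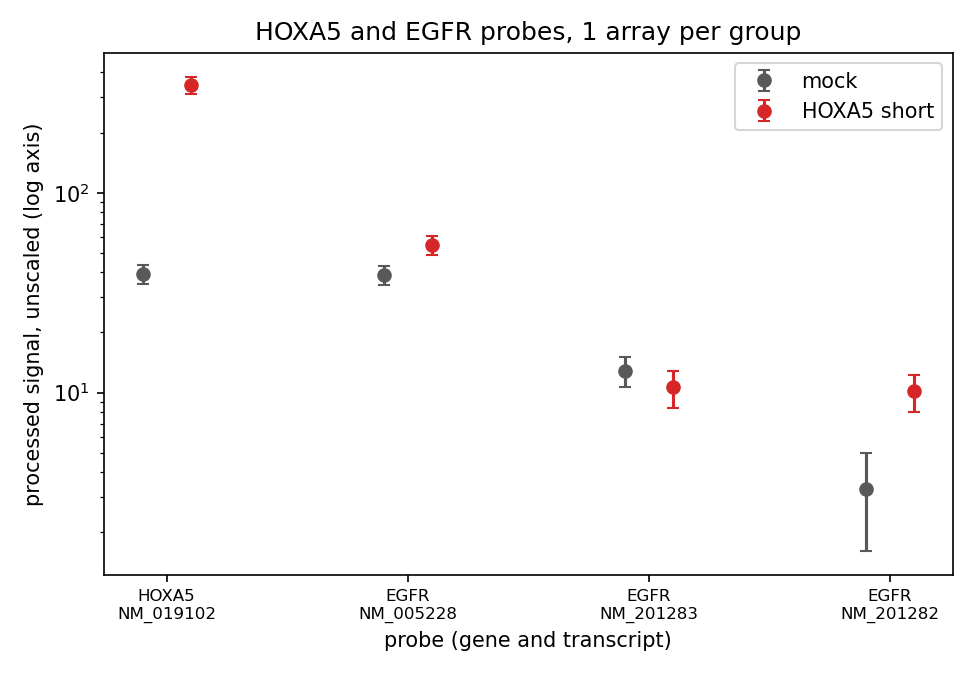
Processed signal before scaling (log axis) of the HOXA5 probe and the 3 EGFR probes on the mock and HOXA5 short arrays, with 1 array per group. Bars are the error that the scanner software gives for the spot and hold no spread between cultures; the HOXA5 signals of 39.4 and 346 lie far apart, and the EGFR signals lie close together except for the dimmest probe.

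Of 11992 genes compared, 77 were at least 2-fold higher and 31 at least 2-fold lower with HOXA5 short RNA, 0.901% of the genes together. The log2 difference of all genes had a median of -0.02 and an SD of 0.29, and 93.3% of genes lay within 0.5 of 0. Of the changed genes, 95 rested on 1 probe. Of the 13 that had several passing probes, 0 had every probe past 2-fold in the same direction. The counts depended most on the filter: without one, 447 genes were higher and 565 lower.

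**Figure D2:**
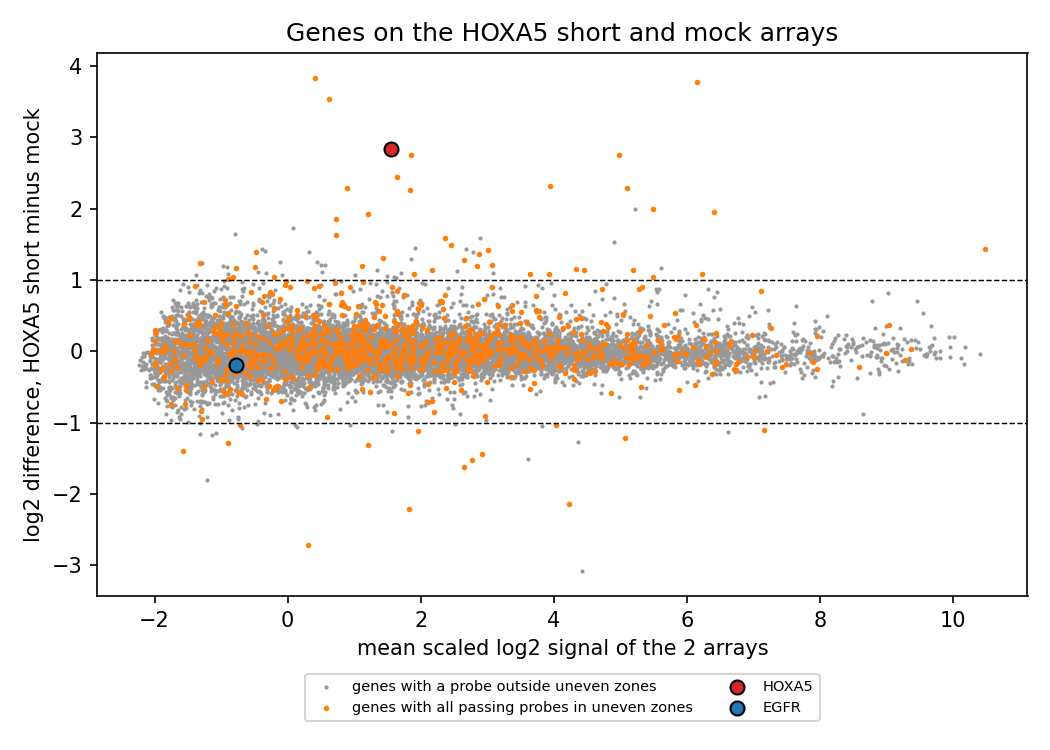
Log2 difference (HOXA5 short minus mock) of each of 11992 genes against the mean scaled log2 signal of the 2 arrays; each point is a gene, and dashed lines mark 2-fold. Orange points are genes with all passing probes in uneven zones of the grid, which make up 7.31% of the genes and 50.9% of those past 2-fold.

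The changed spots were not spread evenly over the array. Spots that differed 2-fold numbered 312, and 169 of them lay in uneven zones. In 100 shuffles of the positions, the median was 20 and the highest number 39. The zones held 7.10% of the well-measured probes printed once and 52.8% of those that differed 2-fold (132 of 250). In grid columns 1 to 14, 6.67% of such probes differed 2-fold, against 0.979% in the other columns. Probes printed in several spots gave a direct check. Inside the zones, 39 of 436 copies (8.94%) were 2-fold or more away from the other copies of the same probe, and outside the zones 15 of 5417 (0.277%). For 1 RPLP0 probe, the 10 copies had a median log2 difference of 0.09 and ranged from -2.39 to 3.01.

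**Figure D3:**
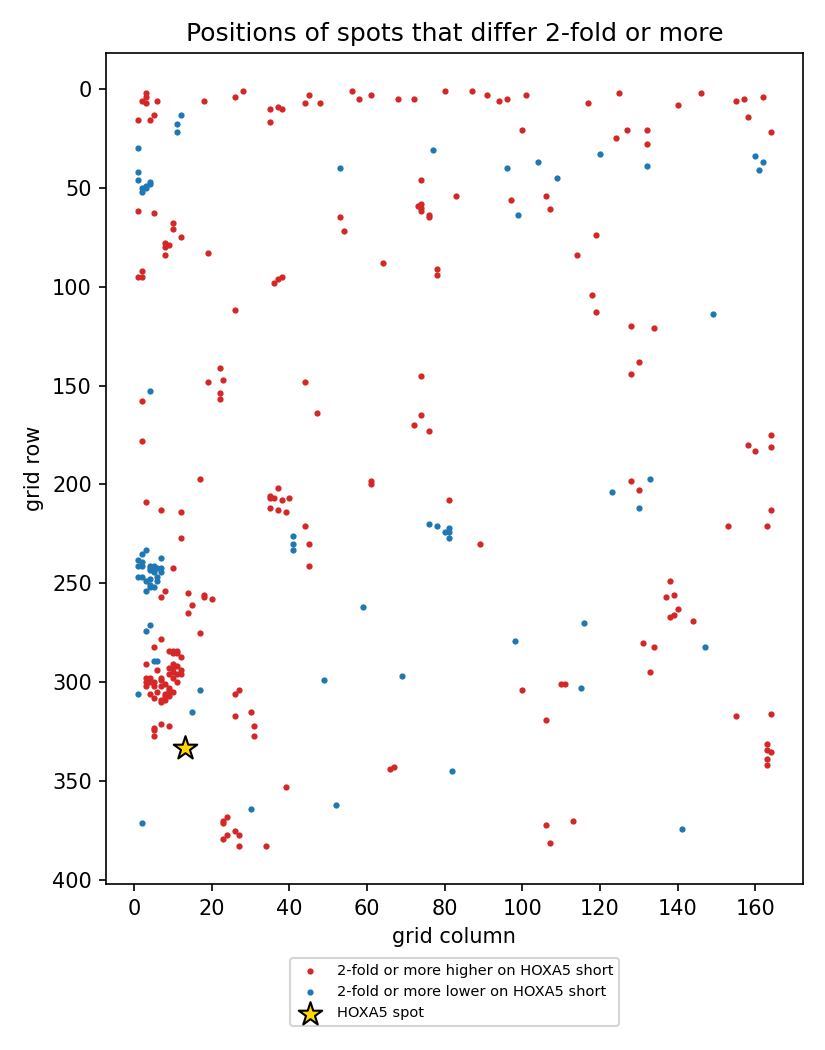
Grid position (column and row) of each of the 312 spots that differed 2-fold or more between the arrays, red where the HOXA5 short array was higher and blue where it was lower. The spots gather in patches, many of them in columns 1 to 14, and the HOXA5 spot (star) has 0 changed spots among its 29 well-measured neighbors.

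Of the 10 genes with the largest increase, 9 lay in uneven zones and HOXA5 did not. The 9 were EIF1B (log2 difference 3.84), SLC25A3 (3.78), SPINK7 (3.54), DERL3 (2.75), EDARADD (2.75), TRAF7 (2.45), NGDN (2.32), WDR18 (2.29) and CIT (2.29). Of the 10 genes with the largest decrease, 7 lay in uneven zones: SNORD80 (-2.71), MRPL44 (-2.21), SNORD104 (-2.14), LONP1 (-1.62), CHKA (-1.53), D2HGDH (-1.44) and OAZ3 (-1.39). MRPS18C (-3.09) had too few well-measured neighbors for the rule, but 6 of those 7 neighbors differed 2-fold. SNORA2A (-1.80) had 0 changed spots among 29 neighbors, and ZNF768 (-1.52) had 0 among 31. All 20 genes rested on 1 passing probe each.

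Probes detected on 1 array only were given bounds. Probes flagged as outliers were left out here. Of 1013 probes detected only with HOXA5 short RNA, 62 were at least 2-fold higher, and 39 of these 62 lay in uneven zones. Of 483 detected only on the mock array, 69 were at least 2-fold lower, and 28 of these lay in uneven zones. With HOXA5 short RNA, the signal was at least 47.9-fold higher for ZFYVE19, 7.84-fold for RAB4A, 7.33-fold for GDE1, 6.25-fold for NR1D2 and 6.23-fold for NCS1, and all 5 spots lay in uneven zones. It was at least 27.3-fold lower for HAR1B, which had 0 changed spots among 32 neighbors. It was at least 20.8-fold lower for SLC25A25 and 7.62-fold for DAZAP2, both in uneven zones. For HLTF (at least 6.83-fold lower) and RPAP2 (at least 6.28-fold lower), 8 of 9 and 4 of 5 well-measured neighbors differed 2-fold, too few neighbors for the rule.

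The study also discusses other HOX genes and ESR1. It reported the HOX changes in cells with HOXA5 short RNA silenced, and named ESR1 as a pathway prediction. The values here are mRNA levels with overexpression, which test neither statement directly. The log2 difference was 0.50 for HOXA13, whose spot lay in an uneven zone, 0.42 for HOXB7, 0.27 for HOXB4, 0.09 for HOXA6 and -0.07 for HOXB9, also in an uneven zone. None of these reached 2-fold. With normexp background correction, HOXA13 fell to 0.08, HOXB7 to -0.06 and HOXA6 to -0.13. HOXB9 changed sign with scaling to the median (0.03) and to the spike-ins (0.39). HOXD12 and ESR1 were not well above background on either array. Because HOXA5 and EGFR both lie on the short arm of chromosome 7, the other 204 genes of this arm were compared. Their median log2 difference was -0.038, within the range from -0.044 to 0.029 of the 40 other arms with at least 20 genes.

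Some gene lists covered the growth, apoptosis and EGF themes that the study examined. The study's EGF result was a predicted upstream regulator. A median over EGF receptors and ligands is another measure and does not test that prediction. Of the 14 lists, 3 lay outside the central 95% of random lists, where 0.7 would be outside by chance if genes were independent. Genes of a list can move together, and some lists share genes, so any difference between the cultures could place more lists outside. The median log2 difference of the EGF receptor family and ligands was -0.04 (8 genes, 37.9th percentile). Its members went both ways, from TGFA (-0.78) to AREG (0.91), and the probes of AREG disagreed (0.02 and 1.80). Its percentile moved most without a filter, to 99.2 with a median of 0.17. In the authors' deposited values, which include probes detected on 1 array, its median was 0.27 and its percentile 99.1. The MAPK feedback targets had a median of 0.04 (84.5th percentile), proliferation genes 0.03 (90.1st), pro-apoptotic genes -0.03 (42.8th) and mesenchymal and migration genes 0.03 (75.9th). Estrogen response genes had a median of 0.03 (76.6th percentile), hypoxia genes 0.02 (76.6th), cholesterol synthesis genes -0.04 (35.0th), ATF4 targets -0.05 (30.9th), HOX cluster genes 0.0008 (68.4th) and housekeeping genes 0.04 (90.0th). Scaling to the median of each array shifted all genes by 0.10 and turned the medians of the EGF family, pro-apoptotic, cholesterol synthesis and ATF4 lists positive, with no change in their percentiles.

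Interferon-induced genes stood apart. All 16 genes compared were higher on the HOXA5 short array, and their median log2 difference was 0.40, at the 100th percentile of the random lists. The central 95% of random lists ran from -0.11 to 0.08. The values ran from 0.05 for MX1 to 0.88 for OAS2, so no member reached 2-fold, and 0 of the 16 had all probes in uneven zones. Immediate early genes had a median of 0.14 (99.5th percentile), with 12 of 14 genes higher. The p53 targets had a median of -0.13 (1.41st percentile), with 12 of 17 genes lower. The p53 list moved inside the central 95% with quantile normalization (3.43rd percentile) and with normexp background correction (4.23rd).

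**Figure D4:**
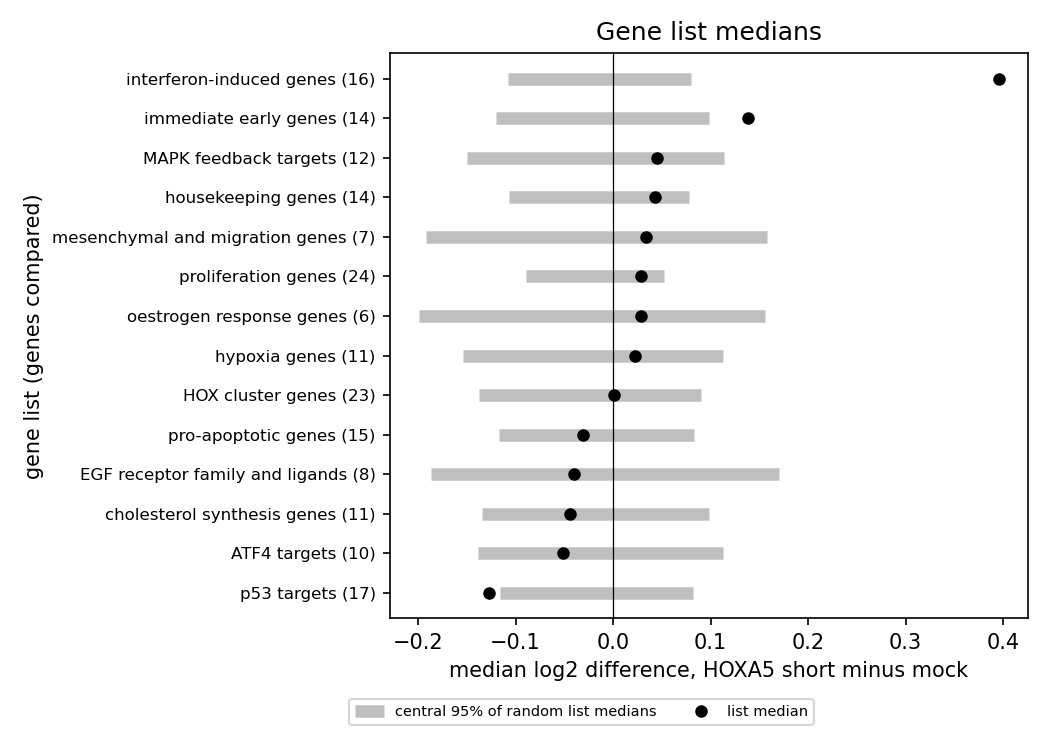
Median log2 difference (HOXA5 short minus mock) of the 14 gene lists (points), with the number of genes compared in brackets and the central 95% of 10000 random lists matched on expression (gray bars). Interferon-induced genes (0.40) and immediate early genes (0.14) lie above their bars and p53 targets (-0.13) below.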

Values the study reported

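The study reported a log2 fold change of 1.121 for EGFR mRNA in HCT116 cells overexpressing HOXA5 short RNA, relative to mock-transfected cells. It also reported a z-score of 2.484 for EGF as a predicted upstream regulator in the overexpressing cells.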

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

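The tests of the clustering of changed spots were chosen only after the clustering was seen. The test of the probes with no gene symbol was written before its result was seen.

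A signal appeared in the spot positions, which the comparison of genes does not use. Of the probes printed once, 132 of those that differed 2-fold lay in uneven zones of the grid. If regulated genes had been printed side by side, copies of a probe inside the zones would match the copies elsewhere as well as copies outside the zones do. They did not: 8.94% of the copies inside the zones were 2-fold or more away from the other copies of their probe, against 0.277% outside. Of the copies inside the zones, 21 were at least 2-fold dimmer than their other copies on the mock array and 13 on the HOXA5 short array, while 1 and 0 were as much brighter. Local loss of signal on either array, as from uneven hybridization or washing, is a candidate explanation that these values go with. The step that caused it cannot be read from the files.

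A signal also appeared among probes with no gene symbol, which the gene counts leave out. Of 2636 such probes compared, 63 were at least 2-fold higher and 18 at least 2-fold lower on the HOXA5 short array. The higher share was 2.39%, against 0.830% of named probes. The unnamed probes were dimmer, with a median mock signal of 42.3 against 102 for named probes. Low signal was tested as the cause, and 0.773% of named probes matched on signal were 2-fold higher, so the unnamed share was 3.09 times as large and brightness did not account for it. The excess was not limited to higher probes: of all 17938 probes compared, 57 were at least 2-fold lower, and 18 of them were unnamed. The lower share was not compared with named probes matched on signal. Outside the uneven zones, 33 unnamed probes were higher and 12 lower. Whether the rest reflects non-coding transcripts changed by HOXA5 short RNA, or probes that behave differently between arrays, stays open with 1 array per group.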

How the results depend on the processing

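Zone removal, local mean subtraction and spike-in scaling were chosen after seeing the data. A log2 value is called moved when it changed by at least 0.26, the spread of single spots, and a count when it changed by over 1.5 times. No paired analysis was possible because no result comes from a test and each group has 1 array. Leaving out saturated probes was not run, since no spot was saturated. The filter on signals above the median left out both HOXA5 and EGFR. Bounds were not recomputed for the authors' deposited values, the filters or the brightest probe.

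Scaling to the median gave 108 higher and 20 lower genes (84.4% higher, against 71.3% in the main setting). Normexp gave 37 and 8 (82.2% higher), the authors' deposited values 216 and 108, no filter 447 and 565, and signals above the median 35 and 14. The 1.5-fold threshold gave 333 and 192, the 3-fold threshold 21 and 6, and counts of probes 190 and 57; the thresholds change the counts by construction. Leaving out spots in uneven zones gave 30 and 15, with 44 of the 108 changed genes still called, and subtracting the local mean gave 48 and 20, with 59 still called. Zone removal takes out changed spots by construction. Bounds of at least 2-fold numbered 131 in the main setting (62 higher, 69 lower), 134 with scaling to the median (85 and 49), 6 with normexp (1 and 5), 254 with spike-in scaling (226 and 28), 64 without the zones (23 and 41) and 202 after local subtraction (55 and 147), so their balance depended on the setting. Except where the construction shows it, the cause was not tested.

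HOXA5 was 2-fold higher in every setting that measured it, from 1.91 with normexp, whose offset shrinks low values, to 3.29 with spike-in scaling. EGFR changed sign: 0.31 in the authors' deposited values and 0.31 without a filter, both of which include the dim probe, 0.19 with the brightest probe and 0.26 with spike-in scaling. The EGF receptor family and ligands had a median of 0.27 in the authors' deposited values; its percentile there was 99.1, and 99.2 without a filter, against 37.9 in the main setting.

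Scaling to the spike-ins shifted all genes by 0.46, and gave 389 higher and 8 lower genes (98.0% higher). The list medians moved with it by construction: EGF family 0.42, MAPK feedback 0.50, immediate early 0.59, proliferation 0.48, pro-apoptotic 0.43, estrogen response 0.48, mesenchymal 0.49, interferon-induced 0.85, hypoxia 0.48, cholesterol synthesis 0.41, ATF4 targets 0.41, HOX cluster 0.46 and housekeeping 0.50. The p53 targets reversed to 0.33, although relative to all genes they stayed at -0.11. The 7p median became 0.42. Percentiles do not change under such a shift. Other lists crossed the central 95% in single settings: MAPK feedback targets with normexp (98.9), mesenchymal and migration genes above the median signal (98.1) and after local subtraction (98.6), and cholesterol synthesis genes after local subtraction (0.61). The p53 percentile rose to 6.88 after local subtraction and to 3.43, 4.23 and 3.0 with quantile normalization, normexp and unmatched lists. Low signal limits what these arrays can show, since single-spot differences of probes with signals from 5 to 15 had an SD of 0.63.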

Other observations

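The tests of the zones of the grid, of dim spots, of the effect of scaling on the interferon genes and of a difference between cultures were chosen only after those results were seen. The tests of the EGFR copy number, of the scaling of EGFR, of the further interferon list and of the NF-kB list were written before their results were seen.

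The EGFR log2 difference here was -0.19. That is lower than the value quoted from the study above. In the deposited log2 table, the 3 probes gave 0.19, -0.58 and 1.32, with a mean of 0.31. No probe and no mean of them gave the quoted value, so the probe or processing behind it is not known here. The NM_201282 probe alone gave an unfiltered log2 difference of 1.32, with a mock signal of 3.30 that was not well above background. Noise of dim spots is a candidate explanation for this probe: among replicated probes as dim as this one, 11.4% of single copies differed from the other copies of their probe by as much. Its position does not explain it, since 0 of the 17 well-measured spots around it differed 2-fold. A gain of the short arm of chromosome 7 and the scaling were examined as causes of an EGFR increase. Neither can be decided, because EGFR was not higher in the main setting and its direction depended on the probes and scaling used. The median of the other genes of the arm was -0.038. The highest EGFR value under another scaling was 0.26, with spike-in scaling, which was added after the data were seen and shifted all genes upward. A change in EGFR too small for these probes stays open. The study did not rest on mRNA alone. By western blot it reported higher EGFR protein with HOXA5 short RNA in HCT116 and HT-29 cells and in xenograft tumors, but not in DLD1 cells. It also reported lower EGFR protein after silencing. These arrays do not measure protein.

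The higher HOXA5 signal is not explained by an uneven zone of the array, since 0 of 29 surrounding spots differed 2-fold. Expression from the transfected vector is the difference that the design names. The study reported by qPCR that HOXA5 short RNA rose in HCT116 cells with this vector, while coding HOXA5 mRNA did not change. That report goes with expression from the vector. From these arrays alone it stays a hypothesis, with 1 array per group and a probe that may not separate the 2 transcripts.

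Interferon-induced genes were higher on the HOXA5 short array. Uneven zones do not account for this, as 0 of the 16 genes had all probes in a zone and the median was 0.45 after the local mean difference was subtracted. A scaling error would move genes of like expression together, but the list median of 0.40 lay above the central 95% of random lists matched on expression, whose upper limit was 0.080. Chance choice of the genes was tested with a further list of interferon-induced genes that shares no gene with the first. Its median was 0.27 over 27 genes (22 higher), at the 100th percentile. A list of NF-kB targets had a median of 0.21 over 13 genes (10 higher), at the 99.8th percentile, so the shift was not limited to interferon-induced genes and may be part of a broader inflammatory response. TNFAIP3 (1.09) was the NF-kB target with the largest increase, and CCL20 (-0.16) the one with the largest decrease. An effect of HOXA5 short RNA and another difference between the 2 cultures cannot be told apart with 1 array per group. Both cultures carried a transfected vector, so a response to transfected DNA would have to be unequal between them.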
